A study of Mus musculus with 12 samples. Its data were reported in "Upregulation of RNA cap methyltransferase RNMT drives ribosome biogenesis during T cell activation" (2021).

How the data were processed

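LARP1 is an RNA binding protein that recognises the cap and the 5' terminal oligopyrimidine (TOP) motif of mRNAs for ribosomal proteins and translation factors. RNMT is the enzyme that methylates the guanosine of the cap, and RAM (gene Ramac) is its cofactor. Enhanced crosslinking immunoprecipitation (eCLIP) fixes proteins to RNA in cells with ultraviolet light, recovers 1 protein with its bound RNA fragments, and sequences cDNAs that stop next to the crosslinked base. The series held 12 libraries from naive CD4 T cells of female mice. Of these, 6 were preliminary libraries that compared antibodies, and 6 belonged to the main experiment, with a LARP1 immunoprecipitation (IP), a rabbit IgG IP and a size-matched input from control mice and from mice with Rnmt deleted in T cells (Rnmt cKO). Groups were taken from the sample titles, and each group was 1 library. The data used here were 2 lists of LARP1 binding regions, 1 from the control LARP1 IP and 1 from the Rnmt cKO LARP1 IP. The preliminary libraries and the reads of the IgG and input libraries were not used here.

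The authors moved the 10 nt random barcode of each read to its name (umi_tools), trimmed adapters (cutadapt), aligned the reads to mm10 with a GENCODE basic annotation (STAR), removed PCR duplicates by barcode, and dropped secondary and low-quality alignments (samtools). Binding was called by the authors with PureCLIP, a hidden Markov model of read starts and enrichment, separately in each LARP1 IP library, with its model learned on chromosomes 1 to 5 and the size-matched input of the same genotype as the control signal. Crosslink sites near each other were joined into regions, and no 2 regions of a list on the same strand lay closer than 30 nt. The deposited score of a site compares its likeliest state with the next likeliest one, and the deposited region score was the sum of its site scores in 5580 of 5580 regions. The score depends on the model fitted to its own library and was not scaled between libraries. It was therefore used to describe, rank or filter regions within 1 list. The lists were compared through ranks and through shares of the summed score of each list. Such shares still depend on the model fitted to each library. Comparisons first made with score ratios between the lists were replaced by ranks for this reason, after their results had been seen. The authors' later selection of regions by their read ratio to input and to IgG had not been applied to these lists, and it could not be applied here without the reads. Background regions that this selection would have removed are therefore in the counts and shares. Duplicate removal by barcode makes read starts close to a count of molecules, whereas the removal of low-quality alignments takes away many reads from repeats and near-identical copies. It does not remove all of them, and reads from a gene can be placed on a similar pseudogene. The 18 control and 23 Rnmt cKO regions in exons of pseudogenes are therefore uncertain in origin. Regions close upstream of pseudogenes, which these counts leave out, are uncertain in the same way.

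Regions on chromosome Y were left out, as in the study. Each region was given the first class that applied in the order 5'UTR, CDS, 3'UTR, non-coding exon, intron, upstream (at most 100 nt upstream of a transcript) and intergenic, on the same strand, with all transcripts of GENCODE M21 on GRCm38, the build the files use under the name mm10. This annotation held 55450 genes and 141767 transcripts, and all 5580 regions lay on its chromosomes. The study annotated its regions with a later release, which was not used here. A region was shared if it overlapped a region of the other list by at least 1 nt on the same strand, and overlapping regions of both lists were merged. Shares are given with 95% Wilson confidence intervals. These cover counting error over regions and not the variation between mice or libraries. The overlap and the distance to transcription start sites (TSS) were set beside 1000 random placements, in which each region was moved within the exons it lay in, within the gene body if it was intronic, or within 1000 nt if it was in no gene. A region was near a TSS if its 5' end lay within 50 nt of an annotated transcript start on the same strand. Base composition was read over 15 nt centred on the first base of each 5'UTR region. Bases came from the annotated transcript sequences, so that bases upstream of every annotated exon were missing from the window. The mean share of C and T was placed among 10000 sets of random positions from the same 5'UTRs. Intervals of medians, means, correlations and score shares came from 1000 bootstrap draws of regions. These also cover regions only.

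The ribosomal protein set was the annotated protein-coding genes with cytosolic ribosomal protein symbols. The list of 24 other TOP genes was fixed from general knowledge. A snoRNA host was a gene that holds an annotated snoRNA on its strand. The regions and genes named were set by a rule: the 5 merged regions of both lists with the highest summed score, the 3 highest-scoring regions found in each list alone, Rnmt, Larp1 and Ramac whatever their values, ribosomal protein genes with a region in 1 list or in neither where such a set had 10 or fewer members, and the list of other TOP genes. The summed score in the first of these rules only orders the regions and does not compare the lists. The comparisons, the classes, the gene lists, this rule and the alternatives were fixed before the data were examined, with exceptions. These were the changes in rank, the tests in the closing parts on patterns seen in the data, and alternatives added afterwards. These alternatives left out scores repeated 20 or more times or all repeated scores, took shares of exonic regions, for 5'UTRs and for ribosomal protein genes, and read base composition against other transcripts at the same offset. With 1 LARP1 IP library per genotype, no test between genotypes was possible, and no p-value was computed across regions or genes, which are not replicates. The sequencing depth of the libraries is unknown from the lists, and the number of regions depends on it.

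The other alternatives were the regions above the median score of each list, regions with at least 2 crosslink sites, equally long lists, chromosome Y kept, other rules for overlap, merging, strand, class order, transcript set, TSS distance, window and part of the gene, and counts of regions in place of scores. A highest-scoring crosslink site could be placed only where the number of sites equalled the width of the region, which held for 240 control and 281 Rnmt cKO 5'UTR regions.

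Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data. Of 600 simulated regions, 600 received the class that a plain scan of all transcripts gave. In a pair of simulated lists of 600 regions with 200 planted overlaps, 200 overlaps were found. The 600 regions placed at random in exons fell within the range of their random placements, and regions planted at transcript starts lay above it. For 29 5'UTRs, random positions fell at percentile 13.4 of the random sets and the most pyrimidine-rich positions at percentile 100.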

Results

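LARP1 binding was measured by eCLIP in naive CD4 T cells from control and Rnmt cKO mice, to ask where LARP1 contacts RNA and whether its contacts change when the cap methyltransferase is deleted. Each genotype gave 1 LARP1 IP library, so differences between the lists have no replicate check. The sequencing depth is unknown from the lists, and the intervals below cover counting error over regions only. The control list held 3199 regions and the Rnmt cKO list 2381. Without chromosome Y, 3189 control and 2367 Rnmt cKO regions remained, made of 4018 and 4518 crosslink sites. The control regions covered 4500 nt and the Rnmt cKO regions 6969 nt. The median width was 1 nt in both lists. Regions of a single crosslink site made up 82.6% of the control list (95% Wilson interval 81.3 to 83.9%) and 54.7% of the Rnmt cKO list (52.7 to 56.7%). The number of regions was therefore the most sensitive to a minimum of 2 sites, under which 554 control and 1073 Rnmt cKO regions were left and the order of the lists was reversed.

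The targeted gene was looked at first. Rnmt (GRCm38 chromosome 18, 68300355 to 68324852, plus strand) had 0 regions in its exons and 0 in its gene body in both lists, so that the lists give no check of the genotype. Ramac (chromosome 7, 81762925 to 81769491, plus strand) also had 0 regions in both lists. Larp1 (chromosome 11, 58009064 to 58062034, plus strand) had 0 regions in the control list and 1 exonic region in the Rnmt cKO list, with a score of 4.72. The median region score of that list was 8.14.

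To find how far the lists had the same regions, they were overlapped. In the control list 839 of 3189 regions overlapped an Rnmt cKO region, a share of 26.3% (24.8 to 27.9%). In the Rnmt cKO list 838 of 2367 regions overlapped a control region, a share of 35.4% (33.5 to 37.4%). In 1000 random placements the share was 0.478% on average for control regions, with a maximum of 0.847%. For Rnmt cKO regions it was 0.604% on average, with a maximum of 1.06%. The control share was moved most by requiring at least 2 crosslink sites, which gave 63.7% for the control list and 32.9% for the Rnmt cKO list and so reversed their order. The Rnmt cKO share was moved most by keeping regions above the median score, to 49.1%, against 39.4% for the control list. The order was also reversed without scores repeated 20 or more times, with 37.9% of control and 34.05% of Rnmt cKO regions shared. Merging gave 4717 regions, of which 838 had regions of both lists, 2350 of the control list alone and 1529 of the Rnmt cKO list alone.

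As a set, regions found in a single list had low scores within their own list. Their median score was 4.83 in the control list, against 34.1 for shared control regions. In the Rnmt cKO list these medians were 4.29 and 32.5. Neither median of list-specific regions was reached in 10000 random sets of as many regions from the same list. The lowest of these sets had medians of 7.69 and 6.93. Some classes were not low against their whole list. The 1085 intergenic regions of the control list alone had a median of 8.34, as did that list. The 283 CDS regions of the Rnmt cKO list alone had 8.27, against 8.14 for that list. Shared regions of these classes scored higher, with medians of 65.9 and 60.5. The Spearman rho of control against Rnmt cKO score was 0.69 over the 838 merged regions of both lists (bootstrap interval 0.65 to 0.74). This correlation is across regions, which are not independent replicates. It was 0.89 over the 236 regions in 5'UTRs (0.85 to 0.92). Within these it was 0.71 over the 85 regions of ribosomal protein genes (0.57 to 0.81) and 0.72 over the 151 others (0.61 to 0.81), so that the pooled value reflects in part the higher scores of ribosomal protein genes. It was 0.59 over the 126 in CDS (0.44 to 0.71), 0.58 over the 145 in introns (0.44 to 0.69) and 0.71 over the 205 intergenic regions (0.62 to 0.78). The lowest value was 0.37, over the 48 regions in 3'UTRs (0.078 to 0.61).

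**Figure D1:**
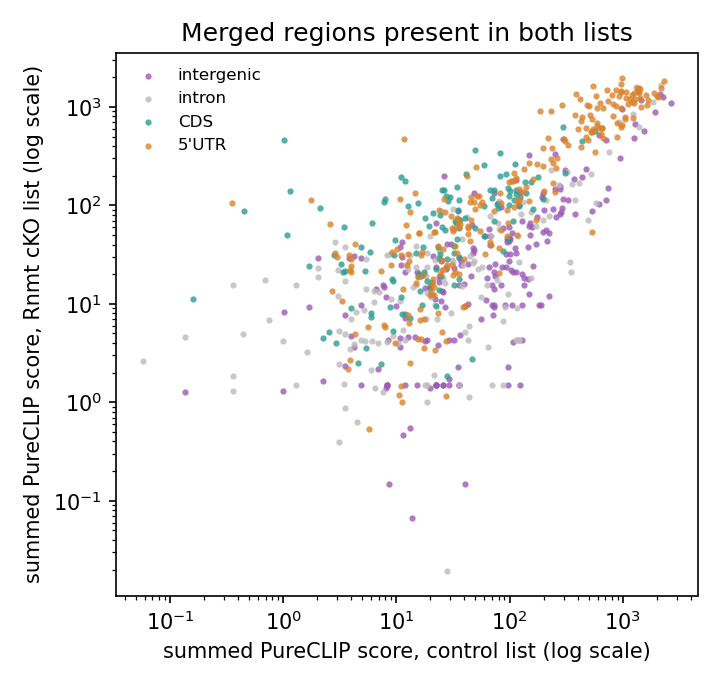
Summed PureCLIP score of each merged region present in both lists, control on the x axis and Rnmt cKO on the y axis (log scales, scores without unit and not scaled between libraries), with 5'UTR, CDS, intron and intergenic regions as points and the other classes left out. The Spearman rho was 0.89 over the 236 5'UTR regions, 0.71 within those of ribosomal protein genes and 0.72 within the others, and 0.71 over the 205 intergenic regions.

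The position of regions within transcripts was compared next. In the control list 302 regions lay in 5'UTRs, a share of 9.47% (8.50 to 10.5%), and in the Rnmt cKO list 352, a share of 14.9% (13.5 to 16.4%). CDS held 6.15% of control (5.36 to 7.03%) and 17.2% of Rnmt cKO regions (15.8 to 18.8%), and 3'UTRs held 5.90% (5.13 to 6.77%) and 17.4% (15.9 to 18.99%). Introns held 31.8% of control (30.2 to 33.4%) and 26.4% of Rnmt cKO regions (24.7 to 28.3%). The widest gap between the lists was in intergenic regions, with 40.5% of control (38.8 to 42.2%) against 14.0% of Rnmt cKO regions (12.6 to 15.4%). Because the classes share 1 total, the high intergenic share of the control list lowers its other shares. Among regions in exons, 36.6% of control and 25.8% of Rnmt cKO regions lay in 5'UTRs, so that the order of the lists was reversed. With at least 2 crosslink sites, 30.7% of control and 24.9% of Rnmt cKO regions lay in 5'UTRs, again in the reverse order. The lists therefore do not settle which genotype had the higher 5'UTR share. By score, 5'UTR regions carried 45.8% of the summed score of the control list and 61.2% of that of the Rnmt cKO list. Intergenic regions carried 31.5% and 12.3% of the same totals. The score shares of 5'UTRs are therefore lowered in the control list too, and they do not settle the order either.

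**Figure D2:**
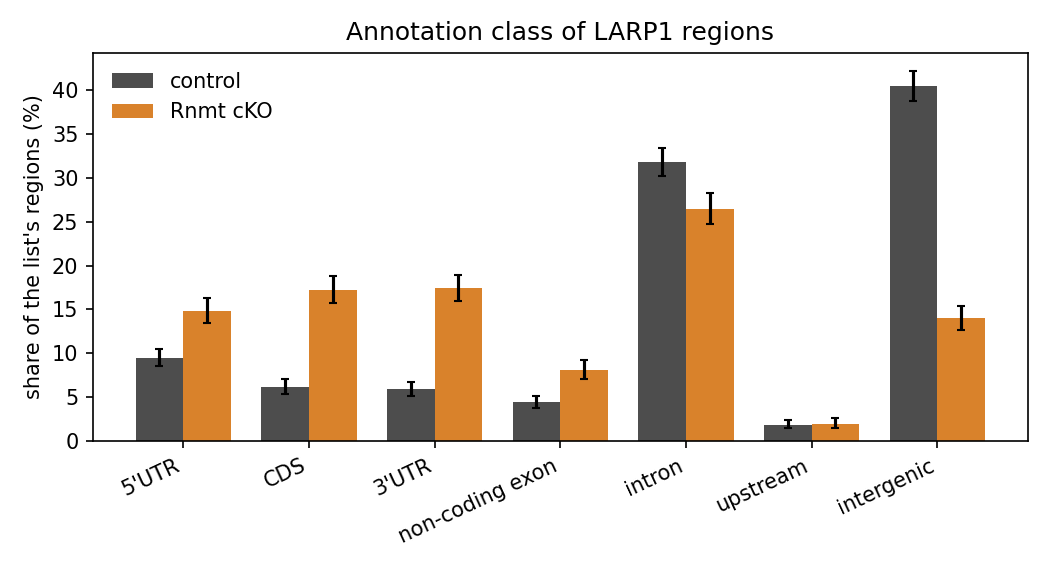
Share of the regions of each list (y axis, percent) in each annotation class (x axis), with bars for the control and the Rnmt cKO list and error bars for the 95% Wilson interval over regions. The intergenic class held 40.5% of control and 14.0% of Rnmt cKO regions.

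Shared and list-specific regions differed in position. In 5'UTRs lay 28.0% of shared control regions (25.1 to 31.1%) against 2.85% of the regions found in the control list alone (2.25 to 3.60%). For the Rnmt cKO list these shares were 28.2% (25.2 to 31.3%) and 7.59% (6.36 to 9.02%). Of the 419 merged regions in 5'UTRs, 236 had regions of both lists, 67 of the control list alone and 116 of the Rnmt cKO list alone. Regions found in the control list alone were intergenic in 1085 of 2350 cases and intronic in 867. Regions found in the Rnmt cKO list alone were intronic in 481 of 1529 cases, in 3'UTRs in 364 and in CDS in 283.

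To ask whether LARP1 contacts lay next to the cap, the distance to the nearest TSS was measured. Within 50 nt of a TSS lay 372 control regions, a share of 11.7% (10.6 to 12.8%), against 6.20% on average and at most 7.09% in random placements. In the Rnmt cKO list 390 regions did, a share of 16.5% (15.0 to 18.0%), against 10.3% on average and at most 11.8%. Both shares lay above all 1000 placements. They were moved most by requiring at least 2 crosslink sites, which gave 35.2% for control and 27.0% for Rnmt cKO regions and so reversed the order of the lists. Leaving out repeated scores reversed it too, with 22.7% of control and 18.1% of Rnmt cKO regions. Of the 5'UTR regions, 86.1% in the control list (81.7 to 89.5%) and 80.1% in the Rnmt cKO list (75.6 to 83.9%) lay within 50 nt of a TSS, and their median position was 2 nt and 1 nt downstream of it.

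**Figure D3:**
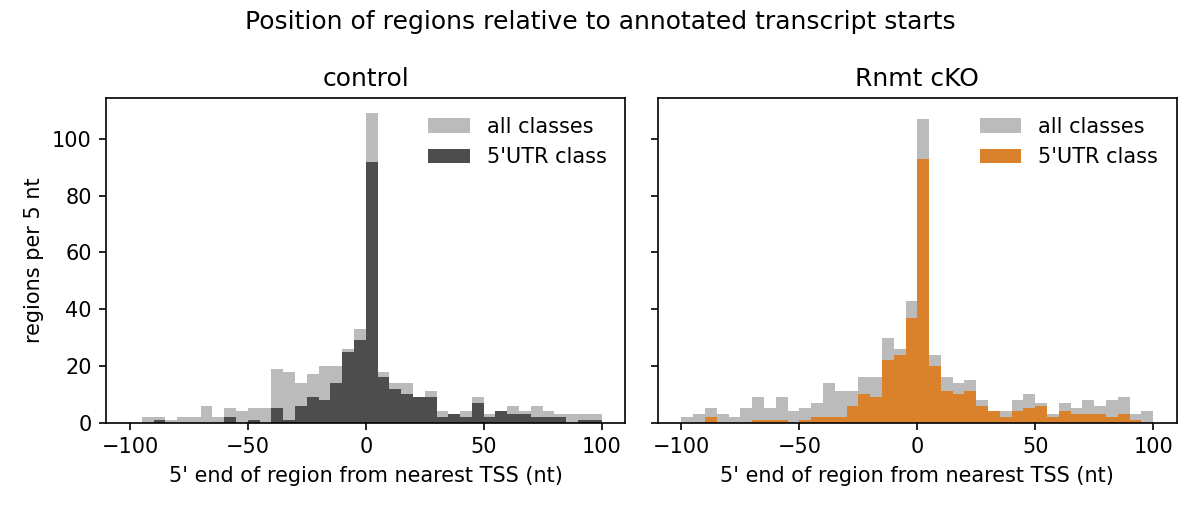
Number of regions per 5 nt (y axis) by the position of their 5' end relative to the nearest annotated TSS (x axis, nt, positive downstream), for the control list on the left and the Rnmt cKO list on the right, with regions of all classes in grey and 5'UTR regions in colour. The tallest bar, from 0 to 4 nt, held 109 control and 107 Rnmt cKO regions.

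The base composition of 5'UTR regions was compared with that of the 5'UTRs they lay in. C and T made up 74.7% of the 15 nt windows in the control list (bootstrap interval 73.1 to 76.4%, 302 regions) and 72.9% in the Rnmt cKO list (71.2 to 74.7%, 352 regions). The means of random sets from the same 5'UTRs were 54.0% and 53.6%, and none of the 10000 sets was higher than 58.3% or 57.0%. The value changed most with a 7 nt window, to 82.6% in the control and 80.8% in the Rnmt cKO list. The interval of each list overlapped that of the other. In both lists T was the commonest base from 1 nt before to 3 nt after the first base of the region. At the first base itself it made up 65.3% in the control and 58.4% in the Rnmt cKO list. C was the commonest 4 nt upstream, with 66.0% and 57.8%. The random positions were drawn without regard to crosslinking, so the comparison cannot separate a base preference of LARP1 from one of crosslinking.

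**Figure D4:**
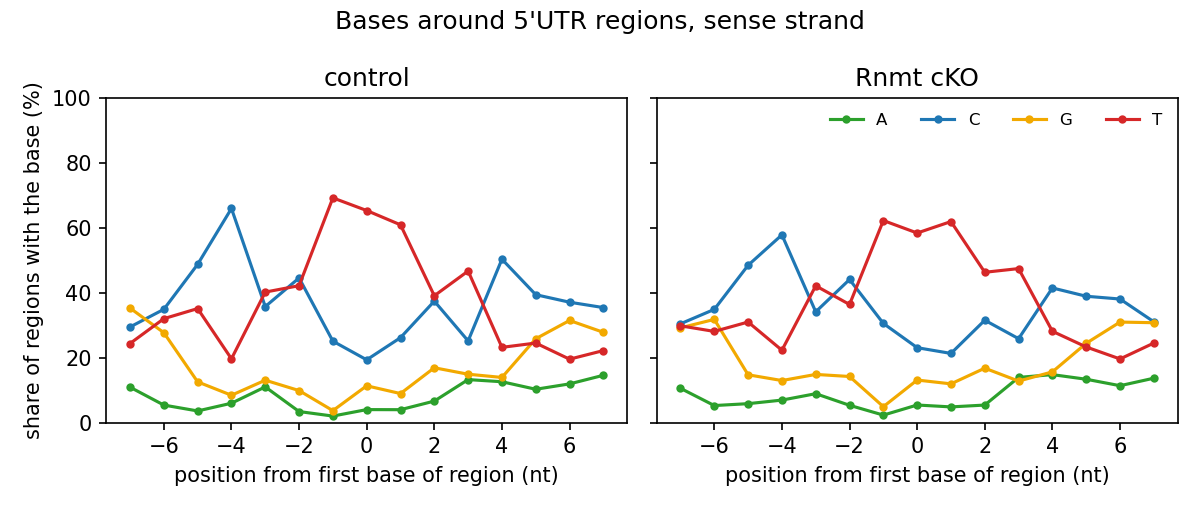
Share of 5'UTR regions with each base (y axis, percent) at each position from the first base of the region (x axis, nt, negative upstream), sense strand, for the control list on the left and the Rnmt cKO list on the right. T is at 65.3% and 58.4% at the first base, and C at 66.0% and 57.8% 4 nt upstream.

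Ribosomal protein mRNAs, the classical TOP mRNAs, were found in both lists. Of 87 annotated ribosomal protein genes, 79 had an exonic region in the control list and 81 in the Rnmt cKO list, and 75 and 77 had a region in the 5'UTR. All 79 control genes were among the 81. The 2 genes with an exonic region in the Rnmt cKO list alone were Rpl21 (chromosome 5, 146832890 to 146837032, plus strand) and Rps29 (chromosome 12, 69157722 to 69159186, minus strand). Neither had a region in the 5'UTR. Rpl12 and Rpl18 had exonic regions in both lists but a 5'UTR region in the Rnmt cKO list alone. The 6 genes with a region in neither list were Rpl10l, Rpl39l, Rpl3l, Rpl7l1, Rps27l and Rps27rt. Ribosomal protein exons held 40.6% of the summed score of the control list (bootstrap interval 34.2 to 47.4%) and 58.9% of that of the Rnmt cKO list (52.5 to 64.9%). As shares of regions these were 6.40% and 15.1%. Among exonic regions the lists did not differ beyond their intervals. Ribosomal protein genes then held 78.2% of the summed score of the control list (70.6 to 83.7%) and 76.8% of that of the Rnmt cKO list (70.9 to 81.5%), and 24.7% (21.9 to 27.8%) and 26.2% (23.9 to 28.6%) of the regions. The 204 control regions in ribosomal protein exons comprised 86 in 5'UTRs and 114 in CDS, whereas the 357 Rnmt cKO regions comprised 92 in 5'UTRs and 256 in CDS. Within each list the 5'UTR regions of ribosomal protein genes scored above the other 5'UTR regions, with medians of 676 against 17.0 in the control and 832 against 20.6 in the Rnmt cKO list.

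Of the 24 other TOP genes, 23 had an exonic region in both lists. The exception was Ybx1, which had a region in neither list. In the 5'UTR, 20 had a region in the control and 21 in the Rnmt cKO list, where Hnrnpa1 was the additional gene. Eef1g and Eif3a had exonic regions in both lists but none in the 5'UTR. Genes that host snoRNAs numbered 329 in the annotation, of which 58 had an exonic region in the control and 61 in the Rnmt cKO list. Both lists shared 52 of them. Of the 67 hosts with a region in either list, 57 were protein-coding and 10 non-coding.

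The merged region of both lists with the highest summed score lay in the 5'UTR of Eef1a1 (chromosome 9, 78481665 to 78481670, minus strand), 54 nt from the nearest TSS, with scores of 2330 in the control and 1836 in the Rnmt cKO list. A region of the 5'UTR of Rps12 (chromosome 10, 23787195 to 23787199, minus strand), 3 nt from a TSS, had scores of 2159 and 1544. The other 3 regions among the first 5 were outside exons. They lay in an intron of Trpv1 (chromosome 11, 73256369 to 73256376, plus strand, scores 2160 and 1678), in an intergenic stretch of chromosome X (46853636 to 46853640, minus strand, 2677 and 1091), and on chromosome 5 opposite the gene Cit (115926124 to 115926129, minus strand, 2251 and 1272).

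The 3 highest-scoring regions found in the control list alone were intergenic in the GENCODE annotation. They lay on chromosome 8 (125336300 to 125336302, minus strand, score 439), chromosome 14 (101020196 to 101020198, plus strand, 377) and chromosome 1 (38165476, minus strand, 313.9). The 3 highest-scoring regions found in the Rnmt cKO list alone were in ribosomal protein genes. They lay in the CDS of Rpl13a (chromosome 7, 45127511 to 45127535, minus strand, score 302), the 5'UTR of Rps27 (chromosome 3, 90213203 to 90213213, minus strand, 293) and the CDS of Rpl17 (chromosome 18, 75002077 to 75002093, plus strand, 229). Rpl13a, Rps27 and Rpl17 each had a 5'UTR region in both lists.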

Values the study reported

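The study reported 367 sites of LARP1 binding in the 5'UTRs of transcripts. Its LARP1 targets included 60 snoRNA hosts, of which 50 were mRNAs and 10 lncRNAs.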

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

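The test in this part was chosen after the regions on chromosome Y had been seen. Chromosome Y was outside the comparisons above, because the mice were female, yet the control list held 10 regions on it and the Rnmt cKO list 14. These were 0.170 to 0.574% of the control list and 0.351 to 0.985% of the Rnmt cKO list (95% Wilson intervals), and the highest scores among them were 152.9 and 59.3. In the study these regions were removed too. A background spread over all chromosomes would leave the regions scattered along the chromosome, but 16 of the 24 lay in the gene Gm47283 (chromosome Y, 90784738 to 90816464, plus strand), 5 in the control and 11 in the Rnmt cKO list, which argues against it for those regions. Reads from a near-identical sequence elsewhere in the genome remain open and were not tested, since no genome sequence was used here. Of the 8 other regions, 3 were intergenic control regions with scores that occurred 20 or more times in that list. For such scores a strandless background may be a source, as tested under the other observations. The remaining 5, among them a region in an intron of Uba1y in both lists (822945), stay unexplained. No biological explanation was tested, and a sequence that female cells also carry was not excluded.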

How the results depend on the processing

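Of 145 values under alternatives, 80 stayed within the interval of the main value (or, for counts, within 1.5 times) and 65 moved. No replicate could be left out, since each genotype had 1 LARP1 IP library. No paired analysis was possible because each genotype had a single library. Counts of regions fell under filters by construction. The cause of other changes was not tested unless stated. The numbers of ribosomal protein genes and of snoRNA hosts with a region stayed within 1.5 times under every alternative tried for them, as did the other TOP genes except for 15 in the control list with at least 2 crosslink sites.

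Above the median score, 1479 control and 1183 Rnmt cKO regions were left, and 2080 after merging; the control list lost more because many regions share its median. The shared shares rose to 39.4% and 49.1%, the 5'UTR shares to 15.9% and 22.5%, the shares near a TSS to 18.1% and 24.5%, and the 5'UTR shares of list-specific regions to 4.24% and 11.3%, control first. The pyrimidine share of the Rnmt cKO list rose to 75.2%. With at least 2 crosslink sites, 554 control, 1073 Rnmt cKO and 1274 merged regions were left. The shared shares became 63.7% and 32.9%, the 5'UTR shares 30.7% and 24.9%, the shares near a TSS 35.2% and 27.0%, the 5'UTR shares of list-specific regions 10.9% and 16.5%, and the pyrimidine shares 79.2% and 75.7%. The order of the lists was thereby reversed for the shared share, the 5'UTR share and the share near a TSS. The rho of shared regions rose to 0.86, and the score share of ribosomal protein genes in the control list to 51.4%.

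With equally long lists, the control list had 34.3% shared regions, 12.1% in 5'UTRs and 14.4% near a TSS. The Rnmt cKO list then had 34.26% shared regions against 34.31%, so that the lists differed little and their order was reversed. Without scores repeated 20 or more times, an alternative added after the data were seen, its shares were 37.9%, 14.3% and 17.1%, and 24.9% of its regions were intergenic. The Rnmt cKO list then had 34.05% shared regions, 15.1% in 5'UTRs and 16.7% near a TSS, so that the order was reversed for the first and the last of these. Without any repeated score, also added, the control list had 49.2% shared regions, 19.7% in 5'UTRs, 22.7% near a TSS and 22.6% intergenic, against 33.6%, 16.5%, 18.1% and 11.98% in the Rnmt cKO list, with 2756 merged regions. The order of the lists in shared share, 5'UTR share and share near a TSS was reversed here too. Among regions in exons alone, likewise added, the 5'UTR shares were 36.6% and 25.8%. This last reversal follows from leaving out regions outside exons, which made up more of the control list.

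Requiring an overlap of at least 50% of the length lowered the shared share of the Rnmt cKO list to 27.3%, raised its 5'UTR share of list-specific regions to 11.5% and their median score to 5.42, and raised rho to 0.76. Their median was 3.64 with the highest single-site score. Near a TSS lay 5.96% and 8.66% within 10 nt, 13.7% and 20.997% within 100 nt, and 8.94% and 12.2% with basic transcripts, control first. A 7 nt window gave pyrimidine shares of 82.6% and 80.8%, and centring on the highest-scoring site gave 71.0% in the Rnmt cKO list. Counting regions in place of scores, ribosomal protein genes held 6.40% and 15.1%. Among exonic regions, an alternative added later, they held 78.2% and 76.8% of the score and 24.7% and 26.2% of the regions, so that the order by score was reversed and the lists no longer differed beyond the intervals. The unknown depth limits what the numbers of regions, and of regions in 1 list alone, can say about the genotypes.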

Other observations

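In this part, the tests on repeated scores left out, on other scores and on ranks were chosen after their results had been seen. So was the test on CDS regions outside ribosomal protein genes. The comparison of base composition with other transcripts was added after the data were seen. The other tests were chosen before their own results had been seen, but on patterns already found in the lists.

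Many control regions had exactly the same score. In the control list 1091 regions (34.2%) had a score that occurred 20 or more times, the commonest being 1.31 in 344 regions, 4.83 in 176 and 8.34 in 142. In the Rnmt cKO list 35 regions did. All 1091 were single crosslink sites, 70.4% of them were intergenic (67.6 to 73.0%), and 3.21% overlapped an Rnmt cKO region (2.32 to 4.43%), against 38.3% of control regions with other scores (36.3 to 40.4%). The 35 Rnmt cKO regions differed from these, since 22 of them, or 62.9% (46.3 to 76.8%), overlapped a control region, against 35.0% of other Rnmt cKO regions (33.1 to 37.0%). If the control regions with repeated scores were strandless background such as DNA fragments, those within genes of 1 strand would fall on the sense strand about as often as on the other. They did so in 286 of 589 cases, or 48.6% (44.5 to 52.6%), against 88.4% for other scores (86.7 to 89.9%). The Rnmt cKO regions with repeated scores did so in 9 of 17 cases, or 52.9% (31.0 to 73.8%). A strandless source may therefore account for many of the control regions with repeated scores. It is a hypothesis that the difference between the lists in intergenic share comes partly from such background in the control library. The tables argue against repeated scores as the whole cause, since without them 24.9% of control regions were intergenic (23.1 to 26.8%), against 13.2% of Rnmt cKO regions (11.9 to 14.6%). For control regions with other scores in no exon that lay in genes of 1 strand, the sense share was 78.9% (76.0 to 81.5%). Of the intergenic control regions, 205 overlapped an Rnmt cKO region on the same strand. At most 35 of them had a score repeated 20 or more times. Allowing overlap on either strand left the shared share of the control list at 26.3%. Regions mark read starts and had a median width of 1 nt. Reads from opposite strands of a DNA fragment need not start at the same position, so the share on either strand decides nothing here. For the 522 intergenic regions with other scores, strandless background cannot be told apart from transcripts missing from the annotation. Of all 522 regions 173 lay opposite a gene, where antisense transcripts would give the same position, and 349 lay in no gene of either strand. Regions on the sense strand of a gene are not classed as intergenic, so the sense share does not describe these regions. A difference in genotype stays open as well, as untested, with 1 library each.

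Among the 838 merged regions of both lists, intergenic regions ranked lower in the Rnmt cKO list. Their rank by score changed by a median of -12.2 percentage points (bootstrap interval -14.7 to -8.71, 205 regions), whereas CDS regions changed by 10.7 (5.91 to 14.0, 126 regions) and 5'UTR regions by 2.33 (1.19 to 3.58, 236 regions). A difference in depth, a change in background or in the fitted model, and a difference in genotype stay open. How the score depends on depth was not tested, and the change in rank by itself decides between none of these.

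The Rnmt cKO list had more CDS and 3'UTR regions, 34.6% of the list together against 12.04% of the control list. The tables argue against regions near the calling threshold as the cause, since above the median score the share was 33.5% (30.8 to 36.2%) against 11.9% (10.3 to 13.6%). Among exonic regions the shares were 60.1% (57.5 to 62.7%) and 46.5% (43.1 to 49.9%). The CDS regions may belong to mRNAs bound at the 5' end, as 198 of 283 found in the Rnmt cKO list alone, or 70.0% (64.4 to 75.01%), were in genes with a 5'UTR region in either list. This share rests on ribosomal protein genes, which held 156 of the 283. Outside them 54 of 127, or 42.5% (34.3 to 51.2%), were in such genes. The share to be found without any such spread was not computed, so for these regions the explanation stays open. The tables argue against it for most 3'UTR regions, since 48 of 364, or 13.2% (10.1 to 17.1%), were in such genes. For these 48 it stays open, as the share to be found without spread was not computed here either. Depth, the fitted model and genotype stay open for both classes, as untested.

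The test on ribosomal protein genes replaced an earlier one on score ratios between the lists, in which their difference from other 5'UTR regions also lay inside the random sets. By RNA sequencing, the study found lower ribosomal protein RNA in naive Rnmt cKO CD4 T cells. If the score followed RNA amount, 5'UTR regions of ribosomal protein genes should fall in rank against other 5'UTR regions. Their median rank change was 2.15 percentage points below that of others, a difference of -2.15 that lay at percentile 5.62 of 10000 random sets, inside the range from -2.63 to 2.63 that held 95% of them. This decides nothing, because ribosomal protein regions already ranked near the top in the control list, with a median of 92.1, and because the other 5'UTR regions include other TOP mRNAs. An effect of the lower RNA on rank cannot be told apart from no change on these lists.

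The pyrimidine share was also set against 3000 other coding transcripts at the same offset from their start, a comparison added after the data were seen. The 5'UTR regions had 74.8% C and T in the control and 73.1% in the Rnmt cKO list, against means of 48.1% in both sets of other transcripts and none of 10000 sets above 51.7% or 52.1%. Positions in the other transcripts, too, were taken without regard to crosslinking.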
